A study of Mus musculus with 8 samples. Its data were reported in "RTEL1 Regulates G4/R-Loops to Avert Replication-Transcription Collisions" (2020).

How the data were processed

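DRIP-seq was carried out in MEFs with floxed *Rtel1* and inducible WT RNaseH1-GFP. There were 8 samples, of which 4 were immunoprecipitated libraries and 4 were input libraries. Samples were grouped by the virus (GFP or Cre) and by doxycycline treatment (mock or DOX) as their labels state, with 1 DRIP library in each of the 4 groups. The authors extracted DNA, digested it with 5 restriction enzymes (EcoRI, HindIII, BsrGI, SspI and XbaI), pulled down RNA:DNA hybrids with S9.6 in 3 parallel immunoprecipitations per condition, pooled these, treated them with RNaseA, sonicated them and made a single library from each pool. A pooled library averages its immunoprecipitations and leaves no estimate of their spread. The 4 peak lists were used. The input libraries have no peak list of their own and were not analysed here.

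The authors processed the single-end reads with release 1.2.1 of the pipeline nf-core/chipseq, which trims adaptors, aligns with BWA to mm10, filters alignments and calls peaks with MACS2. Peaks were called for each library separately. The deposited lists are in the broad-peak format, in which nearby enriched stretches are linked, although the command given by the authors carries the option for narrow peaks. Broad calling gives wider peaks, and so more overlap and more promoters per peak, than narrow calling would. Whether the inputs served as the control for calling is not stated, so local copy number and mappability may be only partly accounted for in the lists. The deposited score of a peak is 10 times its −log10 q-value, rounded down to a whole number, which held for 99.9962% of peaks. The deposited fold enrichment is the ratio of the signal to the local background estimated by the peak caller, and the deposited −log10 p-value and −log10 q-value are the caller's own, averaged over the broad peak. None of these values is normalised between libraries, so they were used to rank or filter peaks within a list and to describe it. The number of reads per library is not part of the lists. Deeper libraries give more and weaker peaks, and this could not be corrected for. Precision is therefore limited by the absence of replicates, and the intervals on shares reflect the number of peaks only. The smallest peak width differed between lists, and the smallest gap between peaks within a list was 401 bp. Lower-scoring peaks lay down to a −log10 q-value of 1.00.

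Positions are given in mm10 (GRCm38) as counted from 1. The chromosome names and lengths of the lists, which use 22 chromosomes, were matched to the GRCm38.p6 reference. Sequence came from that reference, of 2725537669 bp in the chromosomes used, with lower-case bases taken as repeat-masked. Genes came from the GENCODE mouse release M21, with 55450 genes and 141767 transcripts, of which 21951 genes are protein-coding. The authors annotated peaks with the UCSC genes of mm10, a set not used here. GENCODE contains many non-coding genes and pseudogenes, which raises counts of promoters and genes. The 22392 genes with an Entrez identifier were therefore also tried.

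The authors kept peaks with a score in the top decile of each sample, and a promoter was the region within 1 kb of a transcription start site. The same settings were the main ones here. Peaks with a score at or above the 90th percentile were kept, ties included. Peaks of different lists were taken as shared when they overlapped by at least 1 bp. A gene had a promoter peak when a top-decile peak overlapped the 1 kb to either side of any of its start sites, and a gene peak when it overlapped its body. Features were compared over the 15 combinations of the 4 lists. Predicted G4s were found with the G4Hunter algorithm, with a window of 25 bases, an absolute score of at least 1.5 and runs scored up to 4, on both strands. The authors assigned predicted G4s with regard to strand. This was not done here because DRIP peaks have no strand. Peaks were assigned to promoter, exon, intron or intergenic sequence in this order of precedence.

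No test between conditions was made, because each had 1 library. Shares are given with exact (Clopper-Pearson) intervals at 95% confidence. Observed values were set beside 100 random placements of the peaks on their own chromosome outside assembly gaps (20 placements where all peaks were used), and beside positions matched on width and on GC content within 2 percentage points. Matches were found for at least 91.5% of peaks in each list. Chance numbers of features in a single list came from 1000 redraws in which each feature kept its number of lists. Loss after doxycycline was the share of mock peaks that overlapped no peak of the doxycycline list of the same genotype, compared between peaks absent from and present in the other mock list, directly and at matched score. Restriction fragments were obtained from the 4946871 sites of the 5 enzymes in the reference. Chromosomes were compared after matching windows of 1 Mb on GC content and gene number.

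Genes and promoters were named by a rule. It comprised *Rtel1*, *Rnaseh1*, *Bcl6* and *Actb*, the 5 promoters with the highest-scoring Cre mock peak among those with a top-decile peak in Cre mock and no peak of any score elsewhere, the 3 promoters found in the same way for GFP mock, and the 3 promoters with the smallest sum of score ranks among those with a top-decile peak in all 4 lists. The grouping, the main settings, this rule and most alternatives were fixed before the data were examined.

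Alternatives covered the selection of peaks (all peaks, the top 5% by score, the 6316 highest-scoring peaks of each list, the top decile by fold enrichment, and −log10 q-values of at least 2 or 5), the meaning of overlap (50% of the peak covered, or a gap of up to 1 kb), peaks of any score in the other lists, the annotation (protein-coding genes, promoters of 500 bp or 2 kb, the 5′-most start site, the nearest start site, and gene bodies extended by 1 kb), the G4 prediction (a score of at least 2, or a regular expression of 4 runs of at least 3 guanines with loops of 1 to 7 bases), midpoints, and the null models. Alternatives added after the data were seen were genes with an Entrez identifier, peaks of which at most 50% is repeat-masked, redraw weights fitted to the list sizes, and the use of the alternatives for peak selection and overlap on the loss after doxycycline. Their effects are given in the closing section.

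Procedures were tested on simulated data. Overlap rules gave the same answer as an exhaustive search for all 1059 simulated peaks. With 25% of overlaps planted among 8000 simulated peaks per list, 25.2% overlapped, against 0.188% for shuffled positions. With unrelated lists, 0.238% overlapped, against 0.179% for shuffled positions. All 100 planted G4 sequences were found, and random sequence gave 0 regions, in a check of the stricter G4Hunter score of 2. This check does not show how many weaker sequences, close to the lower main score, are found or missed. In the redraw of single-list features, 6000 simulated features without any excess gave ratios of observed to redrawn numbers between 0.827 and 1.15 when weights equalled the list sizes, and the highest was in the largest list. Fitted weights gave ratios between 0.961 and 1.03. With an excess of 300 features planted in the largest list, fitted weights gave 1.04, since an excess also enlarges the list, and weights equal to the list sizes gave 1.22. The fitted redraw thus has little power to show an excess in the largest list, and the other redraw must be read against its value without an excess.

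Analyses were written in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9. The seed of the random draws was 20201222.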

Results

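RNA:DNA hybrids were mapped by DNA-RNA immunoprecipitation followed by sequencing (DRIP-seq) in mouse embryonic fibroblasts (MEFs). R-loops are structures in which an RNA strand pairs with its DNA template and displaces the other DNA strand. The S9.6 antibody binds the RNA:DNA hybrid and was used to pull down restriction-digested genomic DNA. The MEFs carried floxed alleles of *Rtel1*, which encodes a DNA helicase, and a doxycycline-inducible GFP fusion of wild-type (WT) RNaseH1, the nuclease that degrades the RNA strand of such hybrids. Adenovirus expressing GFP left *Rtel1* in place (GFP cells), and adenovirus expressing Cre deleted it (Cre cells). After 48 h, doxycycline at 2 µg/ml was added for another 48 h (DOX) or left out (mock). The design therefore had 4 conditions, named here GFP mock, GFP DOX, Cre mock and Cre DOX, with 1 DRIP library each and 1 peak list per library. Of the 8 samples, the 4 input libraries were not analysed here. There were no replicates, so no difference between conditions could be set against replicate error and no test between conditions was made. Shares of peaks are given with exact (Clopper-Pearson) 95% confidence intervals, which cover counting error only. Scores and fold enrichments are the values of the authors' peak caller and are used only within a list. Read totals are not part of a peak list, so the depth of each library is unknown.

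The deleted gene was examined first. *Rtel1* (ENSMUSG00000038685.18) lies on the plus strand of chromosome 2 at 181319739 to 181356616 of the mm10 assembly. Neither GFP list had a peak in the gene or within 1 kb of it. Cre mock had 2 peaks, at 181337947 to 181338078 in an intron (score 14, 3.13-fold enrichment) and at 181338882 to 181339318 over coding and untranslated exon sequence (score 21, 3.65-fold). Cre DOX had 1 peak, at 181349370 to 181349810 over a coding exon (score 10, 2.61-fold). None of these was in the top decile of scores of its list. A peak list cannot show whether the gene was deleted. *Rnaseh1* on chromosome 12 (28649602 to 28659589), the endogenous mouse gene for RNaseH1, had no peak in any of the 4 lists. The induced enzyme was the human one. *Bcl6* and *Actb* were loci of the study's DRIP-qPCR assay. *Bcl6* on chromosome 16 had a peak only in Cre DOX, at 23987914 to 23988843 over its untranslated exon sequence, with a score of 14 and outside the top decile. The body of *Actb* on chromosome 5 held a peak in all 4 lists, with scores of 20 in GFP mock, 28 in GFP DOX, 38 in Cre mock and 38 in Cre DOX. It was in the top decile in every list except GFP mock.

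The lists differed in size and in the length of genome they covered. GFP mock had 87613 peaks covering 36.2 Mb (1.33% of the genome), with a mean width of 414 bp. Cre mock had 91097 peaks covering 47.6 Mb (1.75%), with a mean width of 522 bp. GFP DOX had 60219 peaks covering 32.1 Mb (1.18%), with a mean width of 532 bp. Cre DOX had 105081 peaks covering 89.0 Mb (3.27%), with a mean width of 847 bp. Median fold enrichment was 3.54 in GFP mock, 3.53 in GFP DOX, 3.48 in Cre mock and 3.12 in Cre DOX. Median scores lay between 17 and 19. The narrowest peak was 106 bp in GFP mock, 107 bp in GFP DOX, 132 bp in Cre mock and 213 bp in Cre DOX. The lists may therefore also differ in a property set at peak calling, which the lists themselves do not state.

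Induction of RNaseH1 was meant to remove R-loops, and the number of peaks after doxycycline addresses this in each genotype. In GFP cells the number of peaks with doxycycline was 0.687 times that without, and the covered length was 0.885 times that without. In Cre cells the number was 1.15 times and the covered length 1.87 times that without doxycycline. The stringency of the calls moved these values most. At a −log10 q-value of at least 5 the numbers of peaks were 2593 in GFP mock, 1128 in GFP DOX, 2762 in Cre mock and 1524 in Cre DOX. The ratios with to without doxycycline were then 0.435 in GFP cells and 0.552 in Cre cells, so the direction in Cre cells changed. The covered length of these peaks was 0.591 times that without doxycycline in GFP cells and 0.896 times in Cre cells. At a −log10 q-value of at least 2 the ratios of peak numbers were 0.521 in GFP cells and 1.04 in Cre cells. Between genotypes without doxycycline, Cre mock had 1.04 times the peaks of GFP mock and 1.31 times the covered length.

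**Figure D1:**
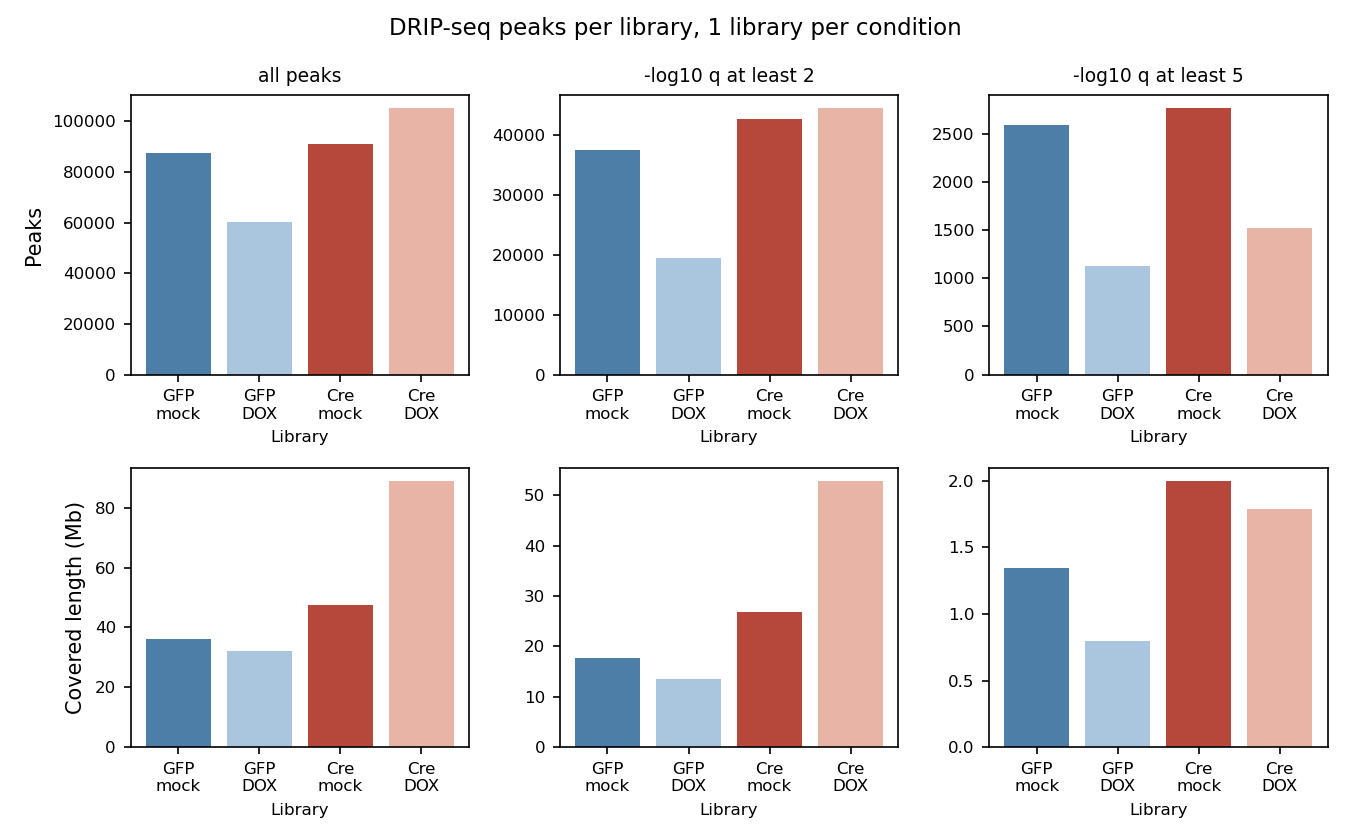
Number of DRIP-seq peaks (upper row) and the length of genome they cover in Mb (lower row) in each of the 4 libraries, for all peaks and for peaks with a −log10 q-value of at least 2 or at least 5; each bar is 1 library. Cre DOX had the most peaks of the 4 lists when all were counted (105081) but fewer than Cre mock at a −log10 q-value of at least 5 (1524 against 2762).

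The study restricted its analysis to the peaks in the top decile of scores in each sample, and the same restriction was used for the results that follow. It kept 9154 peaks in GFP mock (score of at least 33), 6316 in GFP DOX (at least 28), 9771 in Cre mock (at least 33) and 11288 in Cre DOX (at least 31). These top-decile peaks covered 4.45 Mb in GFP mock, 4.33 Mb in GFP DOX, 6.58 Mb in Cre mock and 15.7 Mb in Cre DOX.

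Deletion of *Rtel1* without induction of RNaseH1 was examined by asking which top-decile peaks of each mock list overlapped none of the other by at least 1 bp. In Cre mock 6854 of 9771 peaks (70.1%, 95% CI 69.2 to 71.1) were absent from GFP mock. In the mirrored comparison 6211 of 9154 GFP mock peaks (67.9%, 66.9 to 68.8) were absent from Cre mock. Most top-decile peaks of either mock list thus lacked a counterpart in the other, whichever list was the reference. Allowing peaks of any score in the other list moved these shares most, to 37.4% for Cre mock and 39.9% for GFP mock, and the Cre mock share was then the lower of the pair. Overlap was nevertheless far above that of shuffled positions. Of the Cre mock peaks, 29.9% overlapped a GFP mock peak, against a mean of 0.481% (range 0.317 to 0.665) over 100 placements at random on the same chromosomes, a ratio of 62.1. When placement was confined to the regions covered by any peak of the 4 lists, the ratio was 6.39.

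Induction of RNaseH1 in each genotype was examined by the same measure. Of the GFP mock peaks, 6891 of 9154 (75.3%, 74.4 to 76.2) were absent from GFP DOX. Of the Cre mock peaks, 7446 of 9771 (76.2%, 75.3 to 77.0) were absent from Cre DOX, a share whose interval overlaps that of the GFP cells. The reverse absence was also common. Of the GFP DOX peaks, 4052 of 6316 (64.2%, 63.0 to 65.3) were absent from GFP mock, and of the Cre DOX peaks, 9008 of 11288 (79.8%, 79.0 to 80.5) were absent from Cre mock. The order of the genotypes depended on the peaks selected. With all peaks of every list the shares of mock peaks absent after doxycycline were 69.4% in GFP cells and 51.3% in Cre cells. With equal numbers of peaks they were 69.4% and 77.8%, and among peaks not mostly in masked repeats 75.7% and 85.3%. The overlap of Cre mock with Cre DOX was 22.5 times that of shuffled positions and that of GFP mock with GFP DOX was 68.1 times. The observed overlaps were close, at 23.8% and 24.7%. The ratios differed through the shuffled overlaps of 1.06% and 0.363%, since top-decile peaks covered more of the genome in Cre DOX than in GFP DOX.

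The pattern that the study followed was presence upon deletion of *Rtel1* and absence when RNaseH1 was induced. Peaks in Cre mock that overlapped no top-decile peak of the other 3 lists numbered 5344 (54.7% of its top-decile peaks). The mirrored numbers were 4916 in GFP mock (53.7%), 2630 in GFP DOX (41.6%) and 7650 in Cre DOX (67.8%). With the 6316 highest-scoring peaks of each list, Cre mock had 3220 such peaks and GFP mock had 3377, so the order of the mock lists changed.

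Whether the peaks found upon deletion were those lost with RNaseH1 was examined by splitting each mock list. Of the 6854 Cre mock peaks absent from GFP mock, 5882 (85.8%, 85.0 to 86.6) were also absent from Cre DOX. Of the 2917 Cre mock peaks shared with GFP mock, 1564 (53.6%, 51.8 to 55.4) were absent from Cre DOX. The difference was 32.2 percentage points. The mirrored split in GFP cells gave a larger difference of 50.7 percentage points. There, 5687 of the 6211 GFP mock peaks absent from Cre mock (91.6%, 90.8 to 92.2) were absent from GFP DOX, against 1204 of the 2943 shared peaks (40.9%, 39.1 to 42.7). The greater loss of peaks absent from the other mock list was therefore not specific to Cre cells. The larger difference in GFP cells cannot be assigned to the genotype, because it went with the doxycycline list. Against Cre DOX, 84.5% of the GFP mock peaks absent from Cre mock lacked a counterpart, and 53.3% of the shared peaks. With peaks of any score in the other lists, the alternative that moved the Cre value most, the differences were 43.2 percentage points in Cre cells and 55.4 in GFP cells. Peaks absent from the other mock list had a median score of 38 in both lists. Shared peaks had a median score of 51 in GFP mock and 53 in Cre mock. After matching the classes on score the differences in loss were 21.9 percentage points in Cre cells and 38.2 in GFP cells.

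**Figure D2:**
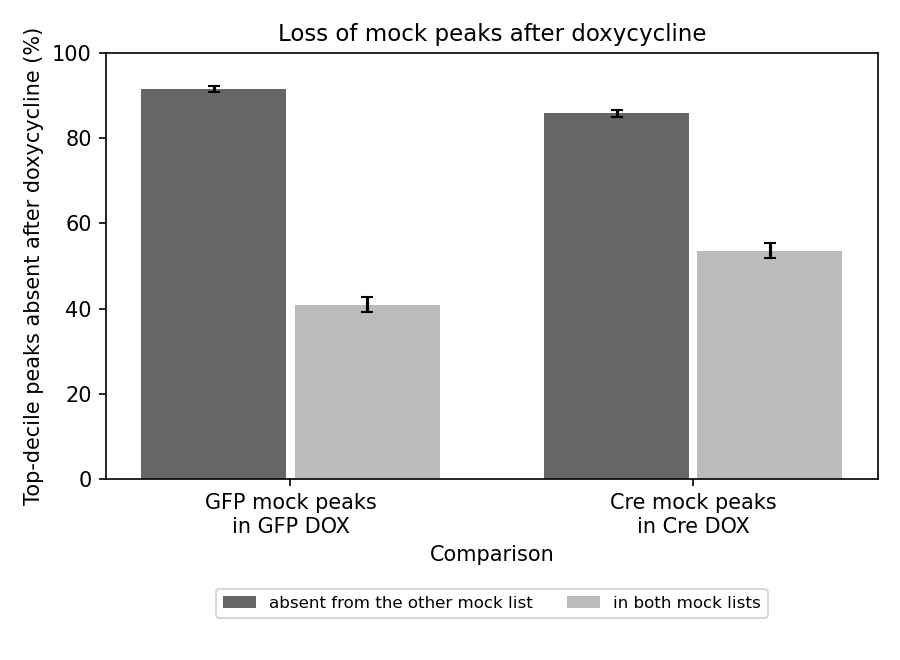
Percentage of top-decile mock peaks absent after doxycycline, for peaks absent from the other mock list (dark) and peaks in both mock lists (light), with exact 95% binomial intervals that cover counting error only. Loss was 91.6% against 40.9% in GFP cells and 85.8% against 53.6% in Cre cells, higher for the dark bar in each.

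The comparison was next made over promoters, taken as 1 kb to either side of any annotated transcription start site of a gene. A top-decile peak lay in the promoters of 1614 genes in GFP mock, 1343 in GFP DOX, 2260 in Cre mock and 1231 in Cre DOX, out of 55450 annotated genes. Cre mock alone accounted for 1064 promoters. The mirrored numbers were 716 for GFP mock alone, 478 for Cre DOX alone and 432 for GFP DOX alone. All 4 lists shared 251 promoters, and the mock lists alone shared 237. Promoters in Cre mock and in 1 doxycycline list only numbered 144 with Cre DOX and 138 with GFP DOX. With all peaks of every list the number for Cre mock alone was 2433. Admitting peaks of any score in the other lists moved it most in proportion, to 182 promoters, against 153 for GFP mock, 68 for Cre DOX and 41 for GFP DOX. Cre mock remained the list with the most such promoters under each alternative tried. With all peaks of every list, 11796 promoters held a peak in Cre mock, 10162 in GFP mock, 9437 in Cre DOX and 8014 in GFP DOX, so that Cre DOX then exceeded GFP DOX.

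**Figure D3:**
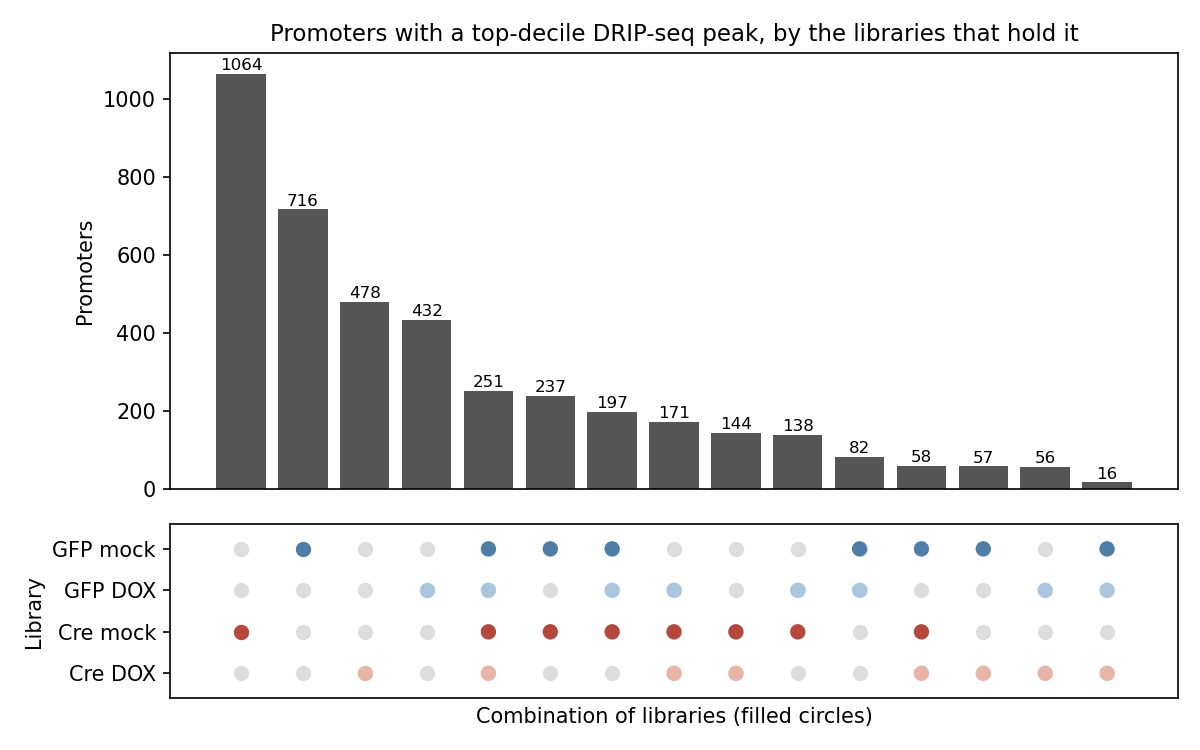
Number of promoters with a top-decile peak (bars) for each of the 15 combinations of the 4 libraries, with filled circles below marking the libraries that hold the peak. The bar for Cre mock alone (1064) was the highest, followed by GFP mock alone (716).

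Over whole genes, a top-decile peak overlapped 3600 genes in GFP mock, 2668 in GFP DOX, 4452 in Cre mock and 2827 in Cre DOX. Genes in Cre mock alone numbered 1706, against 1182 in GFP mock alone, 927 in Cre DOX alone and 622 in GFP DOX alone, and 688 genes were in all 4 lists. A larger list has more features of its own by chance. When each promoter kept its number of lists and these were redrawn 1000 times with weights equal to the list sizes, Cre mock alone was given a mean of 943 promoters (range 870 to 1007), and the observed 1064 was 1.13 times this mean. On simulated data without any excess the same procedure gave up to 1.15, so it is biased towards the largest list. Weights fitted to the list sizes gave a mean of 1101 (range 1022 to 1172), and the observed number was 0.967 times this mean and inside the range. For genes the observed 1706 was 1.17 times the mean with weights equal to the list sizes, 1458 (range 1360 to 1564), and 0.997 times the fitted mean of 1711 (range 1612 to 1811).

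Individual promoters were named by rules fixed in advance. Of the 182 promoters with a top-decile peak in Cre mock and no peak of any score in the other lists, the highest-scoring peak was on chromosome 11 at 121518188 to 121518371, with a score of 115 and 7.71-fold enrichment. It lay in a promoter of *Zfp750* (ENSMUSG00000039238.6), in an intron of that gene and over untranslated exon sequence of the overlapping gene *Tbcd*. The next was in a promoter of *Scn3a* on chromosome 2 (65498970 to 65499105, coding exon), with a score of 79. A peak in the promoter of *Reep1* on chromosome 6 (71708040 to 71708223, intron) had a score of 78. The promoter of *Zfp113* on chromosome 5 held a peak with a score of 75 over untranslated exon sequence (138155541 to 138155677). That of the pseudogene *Gm13140* on chromosome 4 held a peak with a score of 72 in its exon (146942507 to 146942653). These 5 peaks were between 136 and 184 bp wide, close to the narrowest width of the list, 132 bp. The rule asked for high scores and no peak elsewhere. It thus placed them in the set of Cre mock alone with all peaks, peaks of any score, the top 5% or equal numbers. Each kept its place in this set in all but a few of the settings tried, and left it only where the annotation changed. *Zfp750* left it with promoters of 500 bp or 2 kb, *Scn3a* left it with the 5′-most start site only, and *Gm13140* is neither protein-coding nor among the genes with an Entrez identifier.

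The mirrored rule for GFP mock gave *Gm5929*, a pseudogene on chromosome 14 (peak at 42699701 to 42699825 in its exon, score 88), *Pou4f3* on chromosome 18 (42394159 to 42394640, untranslated exon sequence, score 71) and *Eepd1* on chromosome 9 (25481465 to 25481575, untranslated exon sequence, score 68). Among promoters with a top-decile peak in all 4 lists, the 3 with the best ranks, *CT010467.1*, *Gm42418* and *AY036118*, shared the same peak on chromosome 17. It ran from 39846684 to 39847407 in GFP mock and lay over exons of all 3 genes, of which *CT010467.1* is annotated as ribosomal RNA. Its score was 1697 in GFP mock, 1615 in GFP DOX, 1738 in Cre mock and 1445 in Cre DOX.

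The genomic location of top-decile peaks was compared with 100 sets of shuffled positions of the same widths. Peaks in promoters made up 15.0% (14.2 to 15.7) of GFP mock, 17.1% (16.2 to 18.0) of GFP DOX, 19.0% (18.2 to 19.8) of Cre mock and 8.73% (8.22 to 9.27) of Cre DOX. Shuffled positions gave 7.32%, 7.76%, 7.90% and 9.09%, in that order. The promoter share of Cre DOX did not exceed that of shuffled positions in this setting, but it did with midpoints (6.59% against 5.85%) and with all peaks (10.0% against 8.14%), by less than in the other lists. Intergenic peaks made up 53.0% of GFP mock, 53.3% of GFP DOX, 48.1% of Cre mock and 66.6% (65.7 to 67.5) of Cre DOX. With peak midpoints the promoter share was 6.59% in Cre DOX, against 13.8%, 15.3% and 17.1% in GFP mock, GFP DOX and Cre mock. The share of Cre DOX moved most, to 41.1%, among top-decile peaks of which at most 50% was repeat-masked. The shares of GFP mock, GFP DOX and Cre mock were then 29.6%, 38.4% and 35.0%. The median GC content of top-decile peaks was 47.2% in GFP mock, 43.3% in GFP DOX, 45.5% in Cre mock and 40.2% in Cre DOX.

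**Figure D4:**
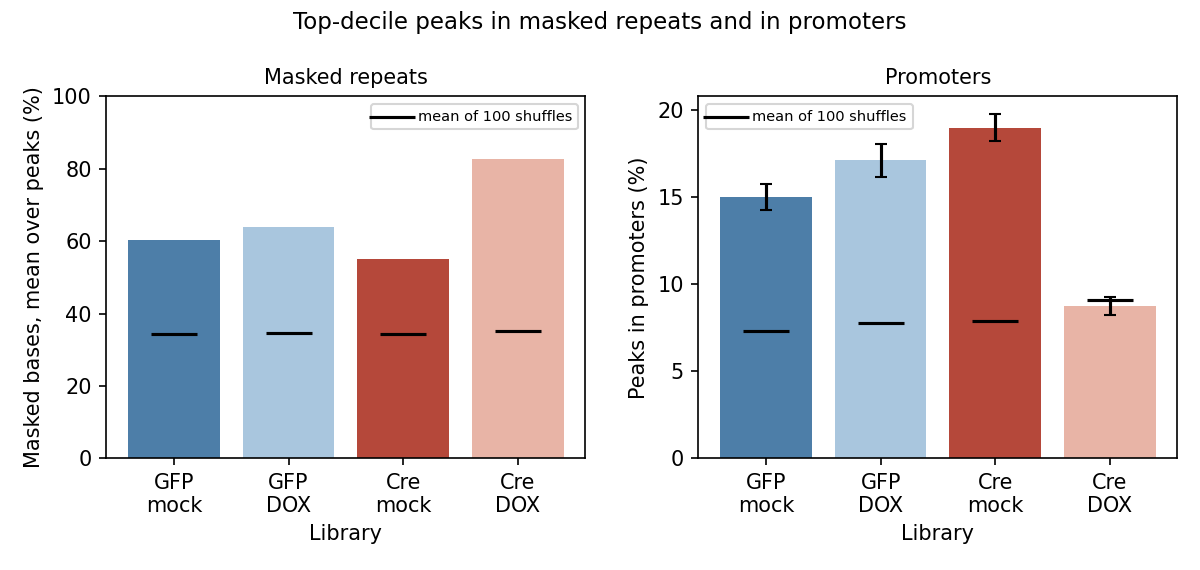
Left, repeat-masked bases as a mean percentage over the top-decile peaks of each library. Right, percentage of top-decile peaks in promoters, with exact 95% binomial intervals; horizontal marks are means of 100 shuffles. Cre DOX had the highest masked percentage (82.8%) and the lowest promoter share (8.73%) of the 4 libraries.

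G-quadruplexes (G4s) are 4-stranded structures of guanine-rich DNA, which RTEL1 can unwind, and the study related R-loops to sequences predicted to form them. A predicted G4 lay in 35.5% (34.5 to 36.5) of the top-decile peaks of GFP mock, 27.0% (25.9 to 28.1) of GFP DOX, 32.6% (31.7 to 33.5) of Cre mock and 30.9% (30.0 to 31.8) of Cre DOX. Random positions matched on width and GC content gave 26.6%, 25.9%, 27.9% and 38.9%, in that order. The observed shares were therefore 1.33, 1.04, 1.17 and 0.794 times those of matched positions. Matches were found for 92.3%, 92.0%, 91.5% and 97.6% of peaks, whereas the observed shares cover all peaks. Peaks without a match may thus raise or lower these ratios, to an extent that was not examined. These ratios depended on the definition of a G4. They were 1.85, 1.38, 1.47 and 1.06 with the regular expression and 1.60, 1.14, 1.30 and 0.955 with a G4Hunter score of at least 2, with the lowest value in Cre DOX each time. Without doxycycline the share was lower in Cre than in GFP cells. A stricter G4Hunter score of 2, the alternative that lowered the GFP mock share most, gave 19.7% in GFP mock, 14.6% in GFP DOX, 18.0% in Cre mock and 19.7% in Cre DOX. A predicted G4 lay in 1012 of the 1064 promoters of Cre mock alone (95.1%, 93.6 to 96.3) and in 660 of the 716 of GFP mock alone (92.2%, 90.0 to 94.0), against 75.0% of all annotated promoters. Among protein-coding genes the values were 98.3% for Cre mock alone, 98.9% for GFP mock alone and 88.7% for all annotated promoters. The share in promoters specific to Cre mock thus differed from that in promoters specific to GFP mock by less than counting error once protein-coding genes were compared. The comparisons with all annotated promoters were not matched on GC content. Its median was 54.7% for Cre mock alone, 54.1% for GFP mock alone and 46.0% for all annotated promoters. Among protein-coding genes the medians were 56.0%, 56.2% and 51.1%.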

Values the study reported

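From its DRIP-seq data the study reported 561 promoters whose R-loop peaks appeared after loss of *Rtel1* and were reduced by overexpressed RNaseH1. The study reported 1,936 genes with this pattern.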

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

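Each difference described here rests on 1 library per condition, and none of the differences was tested. Of the tests applied to them, those of peak extension, of covered length among strong peaks, of the promoter share among the highest-scoring peaks, of unequal numbers of peaks, of peaks not mostly in masked repeats and of the G4 share relative to matched positions were chosen after the result was seen.

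The effect of doxycycline on the number of peaks had opposite directions in the genotypes. The log2 ratio with to without doxycycline was −0.54 in GFP cells and 0.21 in Cre cells, a difference of 0.75 that was not tested. For the covered length the log2 ratios were −0.18 and 0.90, a difference of 1.08 that was not tested either. The narrowest Cre DOX peaks were wider than those of the other lists, which points to a longer fragment length set at peak calling. With each Cre DOX peak shortened by the difference in smallest width, Cre DOX covered 80.5 Mb, which is 1.69 times the length of Cre mock. With peaks under 213 bp also removed, all of them from Cre mock, the ratio was 1.86 (80.5 against 43.4 Mb). An extension of each peak by this fixed length therefore does not account for all of the excess in length. Removing peaks from Cre mock alone can only raise the ratio. Shortening also does not undo any linking of nearby stretches, so a part played by fragment length beyond this extension remains open. The excess in number was absent among the strongest peaks, since at a −log10 q-value of at least 5 Cre DOX had 0.552 times the peaks of Cre mock. Whether the excess in covered length came from weak calls cannot be told apart from other causes, because the outcome depended on the threshold. The ratio of covered length was 1.97 at a −log10 q-value of at least 2, 2.38 in the top decile and 0.896 at a −log10 q-value of at least 5. The excess in number was also absent outside repeats. Among peaks of which at most 50% was repeat-masked the ratio was 0.623 in Cre cells and 0.700 in GFP cells, while among mostly masked peaks it was 1.61 in Cre cells and 0.680 in GFP cells. A candidate explanation for the excess in number is therefore that calls in masked repeats made it up, while the excess in length stays unexplained. Strength and masking were examined separately, so these calls cannot be said to be the weak ones. The mean masked share of Cre DOX peaks was higher in the top decile (82.8%) than among all peaks (74.6%). Library depth, the control used at peak calling and reads aligned to several repeat copies may each produce calls in masked repeats. None of them could be examined with the peak lists. A response of repeats to RNaseH1 induction that occurs only after deletion of *Rtel1* remains open and untested.

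Promoters with a top-decile peak were more numerous in Cre than in GFP cells without doxycycline (log2 ratio 0.49) and less numerous with it (log2 ratio −0.13). The change of −0.61 was not tested. Unequal numbers of top-decile peaks do not account for it. Without doxycycline, 6316 peaks from each list still gave more promoters in Cre mock than in GFP mock (1520 against 1145, log2 ratio 0.41). With doxycycline, Cre DOX had fewer promoters than GFP DOX from more peaks (11288 against 6316). With all peaks of every list, 9437 promoters held a peak in Cre DOX and 8014 in GFP DOX, and with the top 5% by score the numbers were 704 and 682, so the direction with doxycycline depended on the peaks selected. Peaks in masked repeats may displace promoter peaks from the top decile of Cre DOX, where 84.5% of peaks were mostly masked, and this was not tested. Deletion of *Rtel1* combined with RNaseH1 induction remains open as an untested biological explanation.

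The share of top-decile peaks in promoters rose with doxycycline in GFP cells (log2 ratio 0.19) and fell in Cre cells (log2 ratio −1.12). The difference of −1.31 was not tested. An action of RNaseH1 that is alike in both genotypes would lower the share in GFP cells too, where it rose by 2.12 percentage points, more than counting error. Weak peaks alone do not account for the low share in Cre DOX either. Among the 1000 highest-scoring peaks of each list the share of Cre DOX was 13.5%, and its difference from the lowest of the other lists was −4.4 percentage points. The composition of the peaks fits better. With the peaks weighted to the GC content of Cre mock the share of Cre DOX was 19.4%, which is 4.59 percentage points above the lowest of the other lists. Among peaks of which at most 50% was repeat-masked it was 41.1% (38.8 to 43.5), which is 11.5 percentage points above the lowest of the other lists. The low promoter share of Cre DOX is thus consistent with an excess of low-GC peaks in repeats, and these properties go together, so their parts were not separated. Whether this excess comes from the library or from the response of *Rtel1*-deleted cells to RNaseH1 was not tested.

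The share of top-decile peaks with a predicted G4 was lower in Cre than in GFP cells without doxycycline (log2 ratio −0.12) and higher with it (log2 ratio 0.19). The difference of 0.32 was not tested. Wider peaks hold more predicted G4s by chance, and the mean width of top-decile peaks was 1387 bp in Cre DOX and 685 bp in GFP DOX. Relative to positions matched on width and GC content, the share in Cre DOX was 0.762 times that in GFP DOX, so it was lower in Cre cells with doxycycline as without. This ratio is limited by the matching, which covered 97.6% of Cre DOX peaks and 92.0% of GFP DOX peaks while the shares cover all peaks. The higher unadjusted share is consistent with the greater width of the Cre DOX peaks. An effect of *Rtel1* deletion on R-loops at G4s remains open and was not tested.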

How the results depend on the processing

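Of the alternatives, those for genes with an Entrez identifier, for peaks not mostly in masked repeats, for fitted redraw weights and for the loss after doxycycline were chosen after seeing the data. No paired analysis was made, because each group had 1 library. In all, 40 results were recomputed, which gave 213 values under an alternative. A value stayed when it lay within its counting interval or, for counts, within 1.5 times the reported number. Numbers expected by redraw were instead taken as moved when outside the range of the reported redraws. Of the values that answer a comparison, 79 stayed and 119 moved. Of the remaining values, 12 stayed and 3 moved. The 3 were expectations under other redraw weights, with 1110 (equal) or 1711 (fitted) genes in Cre mock alone in place of 1458, and 5132 merged regions (equal) in place of 5494. Counts fall by construction when fewer peaks or genes are admitted and rise when more are. Where no reason is given for another change, the cause was not tested. Lists of 4 values are in the order GFP mock, GFP DOX, Cre mock and Cre DOX.

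Stricter calls reduced the lists by construction. At a −log10 q-value of at least 2 the numbers of peaks were 37433, 19488, 42585 and 44394, and at a value of at least 5 they were 2593, 1128, 2762 and 1524, against 87613, 60219, 91097 and 105081 as deposited. The peaks then covered 1.35, 0.796, 2.00 and 1.79 Mb, and top-decile peaks covered 4.45, 4.33, 6.58 and 15.7 Mb, against 36.2, 32.1, 47.6 and 89.0 Mb for all peaks. Cre DOX had the most peaks at a value of at least 2 and fewer than Cre mock at a value of at least 5. Leaving out other chromosomes or merging peaks within 1 kb kept each number within 1.5 times, although merging left 75511 peaks in GFP mock and 74195 in Cre mock, the reverse of their order before.

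For the shares of absent peaks, values are in the order GFP mock absent from Cre mock, Cre mock absent from GFP mock, GFP mock absent from GFP DOX, and Cre mock absent from Cre DOX. Reported as 67.9%, 70.1%, 75.3% and 76.2%, they were 61.5%, 64.8%, 69.4% and 51.3% with all peaks, 39.9%, 37.4%, 50.3% and 43.8% with peaks of any score in the other lists, 63.8%, 63.8%, 71.4% and 75.3% with the top 5% by score, 71.1%, 72.3%, 77.9% and 78.8% with the top decile by fold enrichment, 71.1%, 75.1%, 78.7% and 77.8% when 50% of a peak had to be covered, and 65.9%, 68.3%, 73.5% and 73.8% when a gap of up to 1 kb counted as overlap. With the same number of peaks from each list the last 3 were 67.2%, 69.4% and 77.8%. Among peaks not mostly in masked repeats the 4 shares were 64.2%, 71.7%, 75.7% and 85.3%. A larger share of Cre mock than of GFP mock peaks was absent from the other mock list in each setting except 4. Peaks of any score reversed the order, and the top 5%, equal numbers and the top decile by fold enrichment left the shares within counting error of each other. After doxycycline the share absent was larger in GFP than in Cre cells with all peaks and with peaks of any score, the reverse of the reported order. When 50% of a peak had to be covered the order was also reversed, within counting error. The share was larger in Cre cells, beyond counting error, with equal numbers of peaks, with the top 5% and without peaks mostly in masked repeats.

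Peaks in Cre mock alone, 5344 as reported, numbered 34620 with all peaks, 3220 with equal numbers, 2199 with peaks of any score in the other lists, 2296 with the top 5% and 2825 without peaks mostly in masked repeats. Loss after doxycycline was greater for peaks absent from the other mock list than for shared peaks, and the difference was larger in GFP than in Cre cells, in each setting tried. Reported as 50.7 percentage points in GFP cells and 32.2 in Cre cells, it was 46.1 percentage points in GFP cells and 38.3 in Cre cells with all peaks, 55.4 and 43.2 with peaks of any score in the other lists, 54.8 and 34.9 with the top 5%, and 43.5 and 22.0 without peaks mostly in masked repeats. With equal numbers of peaks it was 55.6 in GFP cells and moved by less than its interval in Cre cells. The order of the genotypes cannot be told apart from the doxycycline list used. Of Cre mock peaks set against GFP DOX, 87.2% of those absent from GFP mock and 41.0% of those shared were absent. For GFP mock peaks set against Cre DOX the values were 84.5% and 53.3%.

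The reported numbers were 1614, 1343, 2260 and 1231 promoters and 3600, 2668, 4452 and 2827 genes with a peak, and 1064 promoters and 1706 genes in Cre mock alone. With all peaks, promoters with a peak numbered 10162, 8014, 11796 and 9437 and genes 15447, 12390, 16967 and 14918, and 2433 promoters were in Cre mock alone. With the top 5% by score there were 827, 682, 1145 and 704 promoters and 2057, 1403, 2312 and 1551 genes, of which 532 promoters and 916 genes were in Cre mock alone. Equal numbers of peaks gave 787 promoters and 1767 genes in Cre DOX and 666 promoters in Cre mock alone. With peaks of any score in the other lists, 182 promoters and 198 genes remained in Cre mock alone. Protein-coding genes gave 962, 844, 1471 and 687 promoters, and genes with an Entrez identifier gave 967, 846, 1477 and 704. Assigning each peak to the nearest start site gave 7038, 4939, 7567 and 6967 genes, with 2570 in Cre mock alone. Without peaks mostly in masked repeats, 1406 genes had a peak in Cre DOX. The width of the promoter, the 5′-most start site, gene bodies extended upstream and ranking by fold enrichment each kept these counts within 1.5 times. Cre mock had the most promoters and the most genes in a single list in every setting tried. The order of the doxycycline lists was less stable. Cre DOX had more promoters than GFP DOX with all peaks and with the top 5%, and fewer in every other setting. It had fewer genes than GFP DOX with equal numbers of peaks, with protein-coding genes (2019 against 2022) and without peaks mostly in masked repeats (1406 against 1860), and more in every other setting. Of the 5 named promoters, 4 remained in Cre mock alone with protein-coding genes, with Entrez identifiers, with either other promoter width and with the 5′-most start site, and all 5 otherwise. For the selections of peaks by score this follows from the rule that chose the promoters.

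The number of promoters expected in Cre mock alone was 943 as reported, 673 with equal redraw weights and 1101 with fitted weights, so the observed 1064 lay above the mean of the former and below that of the latter. Weights set the share given to each list, so this change follows from their construction. Placing peaks at random within the union of all peaks in place of whole chromosomes lowered the ratio of overlap from 62.1 to 6.39 for Cre mock with GFP mock, from 22.5 to 1.82 for Cre mock with Cre DOX and from 68.1 to 5.64 for GFP mock with GFP DOX, since less sequence is open to the random positions.

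A predicted G4 lay in 19.8%, 15.6%, 17.9% and 19.4% of top-decile peaks with the regular expression and in 19.7%, 14.6%, 18.0% and 19.7% with a G4Hunter score of at least 2, against 35.5%, 27.0%, 32.6% and 30.9% as reported. A higher score admits fewer sequences by construction. The share was lower in Cre than in GFP cells without doxycycline and higher with it under each definition. Cre DOX had a lower share than Cre mock as reported and a higher share under both other definitions. Peaks in promoters made up 12.8%, 15.3%, 15.9% and 10.0% of all peaks and 13.8%, 15.3%, 17.1% and 6.59% of top-decile peaks taken as midpoints, against 15.0%, 17.1%, 19.0% and 8.73% as reported, and Cre DOX was the lowest in each case. The depth of the libraries was not known here, which limits every comparison of the number, the length and the loss of peaks between lists.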

Other observations

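Among the tests in this part, those of GC content in GFP cells, of GC-dependent recovery, of fitted redraw weights, of peaks below the top decile, of matched scores, of peaks not mostly in masked repeats, of absence from the list of the other genotype and of copy number were chosen after the result was seen.

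Promoters with a top-decile peak in Cre mock alone numbered 1064 here. That is higher than the value quoted from the study above. With protein-coding genes only the number was 756. It fell below the quoted value with the top 5% by score (532) and with peaks of any score in the other lists (182). The direction for promoters thus depended on the setting. Genes in Cre mock alone numbered 1706 here. That is lower than the value quoted from the study above. The direction for genes also depended on the setting, with 2570 genes for the nearest start site, 2090 for all peaks and 1340 for protein-coding genes. The numbers for Cre mock alone leave out 138 promoters and 257 genes found in Cre mock and GFP DOX only. Whether the study counted such promoters and genes is not stated.

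It was asked whether the larger number of promoters in Cre mock alone could arise without any effect of *Rtel1*. The greater width of Cre mock peaks does not account for it, because with each peak reduced to its midpoint Cre mock still had 1.44 times the promoters of the next list (976 against 679). An effect of uneven list sizes and an excess specific to Cre mock cannot be told apart. The observed number was 0.967 times the mean of redraws with fitted weights and within their range, but on simulated data a planted excess of 300 features raised this ratio to only 1.04. The part played by peaks just below the top decile of the other lists cannot be told apart from an excess either. With peaks of any score admitted in the other lists, 182 promoters remained in Cre mock and 153 in GFP mock, a ratio of 1.19. The Cre mock share of these, 54.3% (48.8 to 59.8), did not exclude equal numbers. Of the 1064 promoters, 17.1% thus lacked a peak of any score in the other lists. Accumulation of R-loops upon deletion of *Rtel1* that RNaseH1 removes remains open as a biological explanation and would need replicate libraries.

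The greater loss after doxycycline of peaks absent from the other mock list occurred in both genotypes. Lower scores of these peaks do not account for all of it, since at matched score the smaller of the differences was 21.9 percentage points. Peak width was not matched. Peaks absent from the other mock list had median widths of 170 bp in GFP mock and 194 bp in Cre mock. Shared peaks had 410 and 455 bp, and wider peaks overlap more readily, so a part played by width remains open. General drop-out of calls between lists cannot be told apart from an effect of doxycycline, because the doxycycline lists differ in extent. Random placement within the union of all peaks gave GFP mock peaks an overlap of 4.38% with GFP DOX and 12.8% with Cre DOX, and Cre mock peaks 4.64% and 13.1%. Of the Cre mock peaks absent from GFP mock, 87.2% were absent from GFP DOX and 85.8% from Cre DOX, a difference of 1.42 percentage points. For GFP mock peaks absent from Cre mock the values were 91.6% and 84.5%, a difference of 7.05 percentage points. Shared peaks went the other way, with 41.0% of those of Cre mock absent from GFP DOX and 53.6% from Cre DOX, and 40.9% and 53.3% of those of GFP mock. Removal of hybrids by RNaseH1 remains open in both genotypes.

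Top-decile peaks of Cre DOX had the lowest median GC content of the 4 lists. Doxycycline also lowered the median in GFP cells, where it fell by 3.99 percentage points, so an action of RNaseH1 or doxycycline that is alike in both genotypes may contribute. Weak peaks do not account for the low value, because among the 1000 highest-scoring peaks the difference of Cre DOX from the lowest of the other lists was −2.07 percentage points. GC-dependent recovery in the Cre DOX library cannot be told apart from a biological change. Among intergenic mock peaks, loss from the top decile rose with GC content in both genotypes, by 17.6 percentage points from the quartile of lowest to that of highest GC content in Cre cells and by 17.2 in GFP cells, a difference of 0.346. When peaks of any score were admitted after doxycycline, the same difference was 9.50, so the outcome depended on the threshold.

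The reference marks repeats in lower case, and top-decile peaks fell in such sequence more often than the 34.3% to 35.2% of shuffled positions. The mean masked share of a peak was 60.3% in GFP mock, 63.9% in GFP DOX, 55.0% in Cre mock and 82.8% in Cre DOX. Weak peaks do not account for the high value in Cre DOX, as among the 1000 highest-scoring peaks it was still 13.8 percentage points above the highest of the other lists. Reads shared between copies of a repeat may contribute in all 4 lists, and alignments were not analysed here. An effect of RNaseH1 induction on repeats in *Rtel1*-deleted cells remains open and was not tested.

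Peaks were unevenly spread over chromosomes in all 4 lists. Chromosome 15 had 60.1 peaks per Mb in GFP mock, 41.5 in GFP DOX, 60.4 in Cre mock and 51.4 in Cre DOX. Chromosome 12 had 14.9, 9.29, 15.8 and 23.9, in that order. GC content and gene density do not account for this. After matching windows of 1 Mb on both, the highest autosome still had 4.04 times the lowest in GFP mock, 4.45 times in GFP DOX, 3.82 times in Cre mock and 2.20 times in Cre DOX. Masked repeats do not account for it either, since among mostly unmasked peaks the ratio was at least 3.34 in each list. Unequal copy number of whole chromosomes in these MEFs may produce such a pattern, in particular if inputs were not used as a control. It cannot be told apart from other causes with the peak lists. Only autosomes were considered, although the X chromosome had 1.38, 1.45, 1.33 and 1.44 times the expected peaks, in the order above. Among autosomes, chromosomes 3, 15, 17 and 19 were chosen because each had over 1.2 times the expected peaks in all 4 lists. An excess in most segments of these autosomes follows in large part from that choice. Of their 80 segments of 5 Mb, the share above expectation was 92.5% in GFP mock, 86.3% in GFP DOX, 93.8% in Cre mock and 76.3% in Cre DOX. The groups of the design offer no biological explanation for a pattern common to them, and none was tested.

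Top-decile peaks lay on longer restriction fragments than random positions. The median fragment was 1231 bp in GFP mock, 1152 bp in GFP DOX, 1216 bp in Cre mock and 1094 bp in Cre DOX. Positions matched on GC content and width gave means of 1090, 1003, 1044 and 933 bp, in that order. Peaks thus lay on fragments at least 1.13 times as long in each list, which argues against GC content as the whole cause. Longer fragments could be recovered more readily by the antibody or the beads. No biological explanation was tested.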
